# Applying a non-GMO breeding approach with an identified natural variation to reduce food allergen Len c3 in *Lens culinaris* seeds

**DOI:** 10.3389/fpls.2024.1355902

**Published:** 2024-04-12

**Authors:** Jingpu Song, Ioannis Mavraganis, Wenyun Shen, Hui Yang, Jitao Zou

**Keywords:** LTP, Len c3, lentil allergen, legume, natural variation

## Abstract

Lentils (*Lens culinaris*) are produced in diverse agroecological regions and are consumed as one of the most important food legumes worldwide. Lentils possess a nutritional profile from a human health perspective that is not only nutrient dense but also offers a better balance between protein and carbohydrates. However, lentil causes food allergy, which has been a significant concern due to increased consumption in parts of the world. Len c3, a non-specific lipid transfer protein (LTP), was identified as one of the allergens in lentil seeds. In this study, we identified an LTP gene *Lcu.2RBY.4g013600* that encodes the lentil allergen Len c3. We then focused on gene screening from a collection of natural accessions to search for natural mutations of the Len c3 allergen-encoding gene. A natural lentil line M11 was identified with mutations at *LcLTP3b* and low accumulation of vicilin through genomic-assisted approaches. Furthermore, we generated a pool of lentil germplasms with *LcLTP3b* mutation background through crossing the identified lentil plant M11 with two lentil cultivars, CDC Redmoon and CDC Gold. These generated lentil hybrids can be used as a breeding resource targeting at reducing allergen risk in lentil consumption.

## Introduction

Lentils (*Lens culinaris*) have nutritional, economical, and environmental advantages as an excellent source of protein-based human diet (Kumar et al., 2016). Lentils have twice the level of proteins than cereals and are rich in minerals, polyphenols, and vitamins (Yu et al., 2023). Lentil proteins have been a source of novel food formulations in milk substitute, curd-like products, meat products, extruded products, and baked goods (Boye et al., 2010). Notwithstanding its superb nutritional characteristics, consumption of lentil proteins causes food allergy among some individuals, particularly in pediatric population.

Lentils are the major causes of IgE-mediated allergic reactions in children of the Mediterranean population (Pascual et al., 1999). In Spain, allergy to lentils ranks the fifth most common cause of IgE-mediated food allergy in children (Martínez San Ireneo et al., 2008; Valenta et al., 2015). In Turkey, where most of the populations consume legumes as staple food, lentils are the sixth most common food allergen in the pediatric population as well (Akarsu et al., 2021). Similarly, in India, where legumes are essential protein sources of vegetarian diet, lentils and chickpeas are recognized as key contributing factors to legume allergy (Patil et al., 2001). Three major allergen groups from lentils have been identified. Len c1 is derived from vicilin, the most abundant component of seed storage protein (López-Torrejón et al., 2003). Len c2 is a 66-kDa biotinylated protein (Sánchez-Monge et al., 2000), and Len c3 is a non-specific lipid transfer protein (LTP) of approximately 9 kDa (Akkerdaas et al., 2012). Len c3 was extracted from germinated lentils seeds and verified as immunologically potential allergens using immunoblot analysis (Akkerdaas et al., 2012). LTPs can easily bind to multiple types of lipid molecules such as fatty acids and phospholipids (Shenkarev et al., 2017). Although Len c3 is less abundant compared with Len c1 and Len c2, LTPs are highly cross-reactive and are considered as one of the main plant allergens (Shenkarev et al., 2017; Halima et al., 2022).

While crop breeding and agronomic advances have greatly increased crop yield, food security on a global scale urgently demands improvements in nutritional quality. Natural variations harbor numerous mutations and abundant historical recombination and are cost effective for population development phenotyping and repeated phenotyping (Liang et al., 2021). A major challenge is to identify and utilize the advantageous traits in a breeding program (Gur and Zamir, 2004). Molecular tools for lentil breeding such as genome sequencing and transcriptome profiling are being developed rapidly (Fedoruk et al., 2013; Haile et al., 2020; Song et al., 2022; Yu et al., 2023), which have rendered this relatively facile for identifying the target genes. In this study, we identified the LTP gene that encodes Len c3 in lentil and performed genetic screening via gene sequencing for LTP mutation from a collection of natural lentil accessions. We further conducted transcriptome analysis of developing seeds to investigate gene expression of vicilin in the identified natural variation. Lastly, the identified natural *LTP* mutation was introduced into two cultivated lines, CDC Redmoon and CDC Gold, to generate an allergen-less germplasm pool.

## Materials and methods

### Plant materials and growth conditions

Plants were grown in a growth chamber under 16 h light, 23°C and 8 h dark, 18°C, with far red light for flowering. Lentil seeds, collected individually from 400 natural accessions (**Supplementary File 1**) originated from the Mediterranean regions, were received from Plant Gene Resources of Canada (PGRC). Two lentil cultivated lines, CDC Redmoon and CDC Gold, were also included in this study.

### Phylogenetic analysis

Lentil LTP peptide sequences were obtained from lentil genome assembly v2.0 (Ramsay et al., 2019). The information on Len c3 was found on Allergome (www.allergome.org), and the peptide sequence of Len c3, shown as LTP2, was downloaded from NCBI (accession no. A0AT29.1). Nucleotide and peptide sequences were aligned by using MEGA 11 software (Tamura et al., 2021), and phylogenetic tree was generated by using online tool iTOL (Letunic and Bork, 2021).

### *LcLTP3b* gene cloning and sequence alignment

Genomic DNA of each lentil line was isolated from lentil leaves. *LcLTP3b* gene amplification was conducted by using Phusion DNA polymerase (New England Biolabs, MA, USA). The amplified PCR products were purified by using a PCR Purification Kit (Qiagen, Canada) before Sanger sequencing. The sequencing results were analyzed by using MegAlign Pro software.

### Identification of *lcltp3b* allele

To whether the hybrid plants harbor the *lcltp3b* allele, the first exon of *LcLTP3b* gene was cloned and subjected to Mse1 treatment for 30 min before agarose gel electrophoresis.

### Storage protein analysis

Seed storage protein isolation and separation was performed as described previously (Song et al., 2021). Briefly, three seeds of each lentil line were ground, and 0.1 g was used for protein isolation. Protein samples were separated on a 15% SDS-PAGE gels. After separation by electrophoresis using a Biochrom Novaspec Plus Visible Spectrophotometer (Bio-RAD), the protein gels were stained with Coomassie Brilliant Blue R250 for 30 min, followed by de-staining for 1 h with de-staining solution before imaging with ChemiDoc Imaging System (Bio-RAD).

### RNA extraction and data analysis

Total RNA was extracted from dissected embryos and seed coats containing endosperms using a RNeasy plant mini kit (Qiagen, Germany) according to the manufacturer’s instruction. For transcriptome sequencing, cDNA libraries were constructed from the isolated RNA samples by using a TruSeq RNA Sample Preparation kit v2 (Illumina). The cDNA libraries were used for RNAseq. RNAseq was conducted on an Illumina NOVAseq 6000 pair-end sequencing. RNAseq data analysis was conducted as previously described (Song et al., 2022).

### Seed imaging and analysis

Seed images were taken using a Canon EOS70D with a MACRO 100 mm lens. Seed diameters were determined by Image J.

### Data availability

RNAseq data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE255951.

## Results

### *LcLTP3b* encodes the allergen Len c3 in lentil

To identify the LTP that encodes Len c3, we first conducted a phylogenetic analysis of the known 26 lentil LTP peptide sequences and Len c3. The phylogenetic tree showed that Lcu.2RBY.4g013600 and Len c3 were grouped together (**Figure 1A**), and further sequence alignment result indicated that they were 100% identical (**Supplementary Figure S1**). We concluded that lentil LTP gene *Lcu.2RBY.4g013600* (*LcLTP3b*) encodes the allergen protein Len c3.

**Figure 1:**
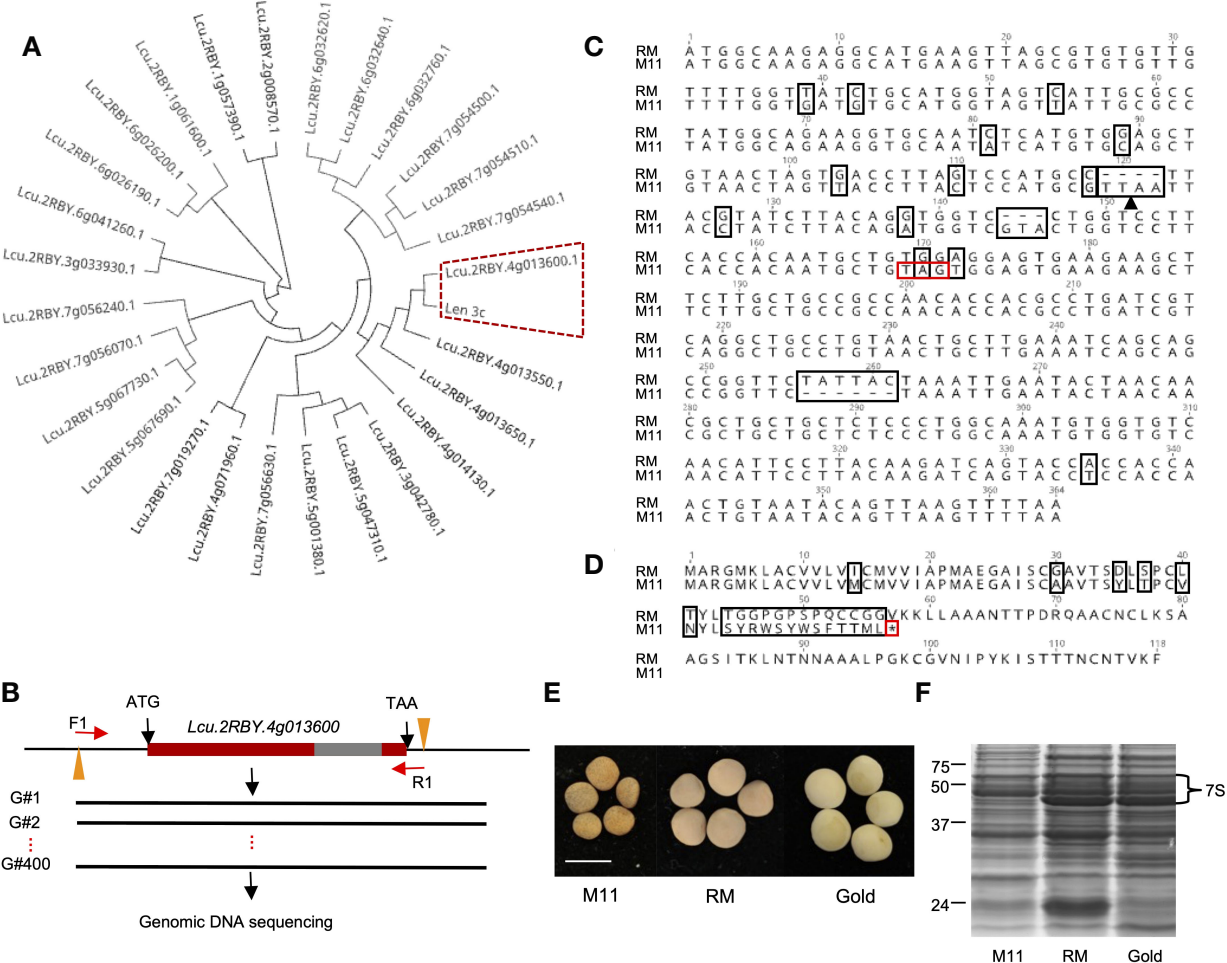
Identification of natural lentil line harboring mutated allele of *LTP* gene that encodes Len c3 allergen. **(A)** Phylogenetic analysis of lentil LTP peptides and Len c3. Len c3 and its closest lentil LTP are highlighted with red dash lines. **(B)** Schematic workflow showing the genetic screening on 400 wild lentil lines. Red bars indicate exon, and gray bar represents intron. F1, forward primer; R1, reverse primer. **(C)** Nucleotide sequence alignment of *LcLTP3b* sequenced from CDC Redmoon (RM) and the natural mutation line 11 (M11). All alignment disagreements are highlighted in black boxes; black arrow indicates Mse1 restriction site; the induced stop codon is highlighted with a red box. **(D)** Peptide sequence alignment of LcLTP3b translated from RM and M11. All alignment disagreements are highlighted in black boxes. The induced translation termination site is highlighted with a red box. **(E)** Image of mature seeds collected from M11, RM, and CDC Gold (Gold). Scale bars: 5 mm. **(F)** SDS-PAGE gel image showing the 7S vicilin in seeds from M11, RM, and Gold.

### Identification of natural lentil germplasm with *LcLTP3b* mutation

To perform a genomic screening of a collection of natural lentil germplasms, we first retrieved the genomic DNA sequence of *LcLTP3b* from the lentil genome. Next, we designed a pair of primers: the forward primer (F1: CTAACACCCGTTAAGACATTGC) was at ~100 bp upstream of the translation start site (ATG) and the reverse primer (R1: ATAGCCTTGGAACCGCAACA) was at ~20 bp downstream of the stop codon (TAA) (**Figure 1B**). Furthermore, we cloned the *LcLTP3b* gene from the 400 lentil lines, respectively, followed by Sanger sequencing. Sequencing results were aligned to the *LcLTP3b* sequence. Among the collected lentil accessions, we identified one line “CN45073” (**Supplementary File 1**) with several mutations at *LcLTP3b*, including two insertions, one deletion, and one stop-gain point mutation (**Figures 1C, D**). This lentil line was referred as M11 in this study, and the mutated gene was marked as *lcltp3b*.

### Low vicilin accumulation in the M11 seeds

Lentil seed storage protein quantity and yield are important agronomic traits in lentil breeding (Subedi et al., 2021). Next, we investigated the seed storage protein levels of the identified M11 seeds. We isolated total proteins from M11 mature dry seeds and two CDC (Crop Development Centre) cultivars, CDC Redmoon (Redmoon, hereafter), and CDC Gold (Gold, hereafter) (**Figure 1E**) and conducted seed storage protein analysis via SDS-PAGE electrophoresis. The results indicated that M11 seeds had much lower 7S protein level compared to Redmoon and Gold (**Figure 1F**). 7S proteins are enriched with vicilin where another lentil allergen *Len c1* is derived (López-Torrejón et al., 2003). Thus, we performed transcriptome analysis of the mature green seeds to investigate the expression levels of seed storage protein genes encoding 7S vicilin. 

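RNA from the embryos and from the seed coats with endosperm of mature green seeds was sequenced as paired-end reads. The 3 genotypes were M11, the natural line that carries the mutated LcLTP3b, and the cultivars Redmoon and Gold. Each had 3 libraries per tissue, which made 18 libraries in 6 groups, and the paper's text does not say whether the 3 libraries of a group came from separate plants. The authors deposited whole-number read counts of 58243 genes in every library, without normalization. The aligner, the counting tool and the genome build behind these counts are not given in the sources used here. In embryos, the total counts ranged from 19158437 to 20115328 in M11 (median 19898619) and from 16002051 to 19677433 in Redmoon (median 19332697). The Gold embryo libraries held 3270275, 20805496 and 22958727 counts, so the shallowest of them measured low genes with less precision. The totals of the seed coat libraries ranged from 5907695 to 6691125 in M11 (median 6361733), from 7571791 to 11655232 in Redmoon (median 10797679) and from 21171045 to 24309401 in Gold (median 23324245). Libraries of a group were close to each other, with a biological coefficient of variation between 2.71% in M11 embryos and 9.51% in Gold embryos. All pairs of replicates differed by more than the sampling noise, and none was counted as 1 sample. Genes were compared with edgeR's quasi-likelihood test on the counts, with the 9 libraries of a tissue in 1 fit, after edgeR's filter on low counts had left 18623 genes in embryos and 19386 in seed coat with endosperm. Log2 fold changes are M11 minus the cultivar. The scaling of the libraries mattered in embryos. The vicilin genes took 14.0% ± 0.18 of all counts in M11 (SD, n = 3), 34.2% ± 1.12 in Redmoon and 35.4% ± 0.997 in Gold embryos. With edgeR's TMM scaling, the median log2 fold change of all embryo genes was 0.01 against Gold and within 0.01 of 0 against Redmoon. With library totals alone it was 0.64 against Redmoon and 1.26 against Gold, and in seed coat with endosperm it was 0.21 and 0.06. Some genes had at least 2 CPM (counts scaled by the total of the library) in all libraries of 1 cultivar and at most 0.1 in all libraries of the other. There were 116 such genes between Redmoon and Gold in both tissues, and all 116 were on in 1 cultivar in embryos and in the other cultivar in seed coat with endosperm. The groups are therefore named by the labels of their libraries.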

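The paper's Supplementary File 2 lists 15 vicilin genes for embryos and 14 for seed coat with endosperm, 16 genes in all. In embryos, 13 of the 15 listed genes were lower in M11 than in the libraries labelled Redmoon, and 12 of the 15 were lower than in the libraries labelled Gold (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, threshold 0.05). The counts were also 13 and 12 when adjusted over the list alone, which is not independent evidence because the list comes from the paper's table of these libraries. The median log2 fold change of the list was -1.70 against Redmoon and -2.72 against Gold. The listed gene with the most counts in M11 embryos, Lcu.2RBY.3g008770, had 17504 ± 375 TMM-normalized CPM in M11 (SD, n = 3), 71621 ± 1836 in Redmoon and 115318 ± 8530 in Gold. Its log2 fold change was -2.03 against Redmoon (standard error 0.06, edgeR adjusted p = 4.12e-19) and -2.72 against Gold (standard error 0.06, edgeR adjusted p = 4.66e-22). The M11 libraries lay entirely to 1 side of the cultivar's libraries for 15 of the 15 genes against Redmoon and 14 of the 15 against Gold, where chance gives 10%. Requiring a log2 fold change of at least 1 gave 12 lower genes against each cultivar, and scaling by library totals alone gave 12 against Redmoon and 11 against Gold. Under the latter scaling Lcu.2RBY.6g035140, which did not differ from Gold with TMM (log2 fold change -0.09, edgeR adjusted p = 0.24), was higher in M11 with a log2 fold change of 1.17. Of the 14 genes listed for seed coat with endosperm, 13 were lower in M11 than in the libraries labelled Redmoon, with a median log2 fold change of -2.11. Against the libraries labelled Gold, 7 of the 14 genes were lower in M11 and 7 were higher, with a median log2 fold change of 0.02. The 7 higher genes ranged from a log2 fold change of 0.22 for Lcu.2RBY.3g008770 to 2.56 for Lcu.2RBY.7g031050. The lower ones reached from -0.18 for Lcu.2RBY.4g077560, which was not called with library totals alone, to Lcu.2RBY.7g031150. The last gene was near the limit of detection, with 3 counts of 18960553 in M11 and 52 of 68804691 in Gold, a rate 4.78 times as high in Gold (exact 95% interval 1.55 to 23.9, counting error only). It was not called against Gold without M11 replicate 2 or without M11 replicate 3, which left 6 lower genes.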

In seed embryos, the majority of 7S vicilin encoding genes in M11 exhibited lower expression levels compared to Redmoon and Gold, while in the seed coat attaching endosperm tissues, M11 had lower expression levels compared to Redmoon, but higher than that of Gold (**Figure 2**, **Supplementary File 2**). Seed storage proteins are mainly accumulated in seed embryos. Overall, these results indicated that M11 had lower accumulation levels of 7S vicilin compared to the other two cultivars.

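The counts on all 16 vicilin genes were summed in each library, which leaves out any effect of reads moving between members of the family. It does not leave out reads that matched several genes and were not counted, if there were any. In embryos, M11 had 139855 ± 1789 vicilin CPM (SD, n = 3), the libraries labelled Redmoon 341535 ± 11173 and those labelled Gold 353805 ± 9968. The sum in M11 was thus 0.409 times that in Redmoon and 0.395 times that in Gold. All M11 embryo libraries lay below all libraries of both cultivars (two-sided exact permutation test, p = 0.1 for each cultivar, the smallest p that 3 libraries against 3 allow). The difference grew with TMM-scaled library sizes, to a log2 ratio of -1.93 against Redmoon and -2.60 against Gold, from -1.29 and -1.34. In seed coat with endosperm, M11 had 2102 ± 135 vicilin CPM, Redmoon 7470 ± 339 and Gold 1807 ± 120. M11 was again below Redmoon in all libraries (two-sided exact permutation test, p = 0.1). It was 1.16 times as high as Gold, and the groups did not overlap (two-sided exact permutation test, p = 0.1). With TMM-scaled library sizes the M11 and Gold libraries did overlap, with a ratio of 1.10 (two-sided exact permutation test, p = 0.3). The vicilin level in embryos was 66.5 times that in seed coat with endosperm in M11, 45.7 times in the libraries labelled Redmoon and 196 times in those labelled Gold. The paper had first reported a much lower 7S protein level in M11 seeds than in both cultivars on a protein gel. It puts the lower expression in embryos beside the statement that storage proteins accumulate mainly there. From these results it concludes that M11 accumulates less 7S vicilin than both cultivars.

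**Figure D1:**
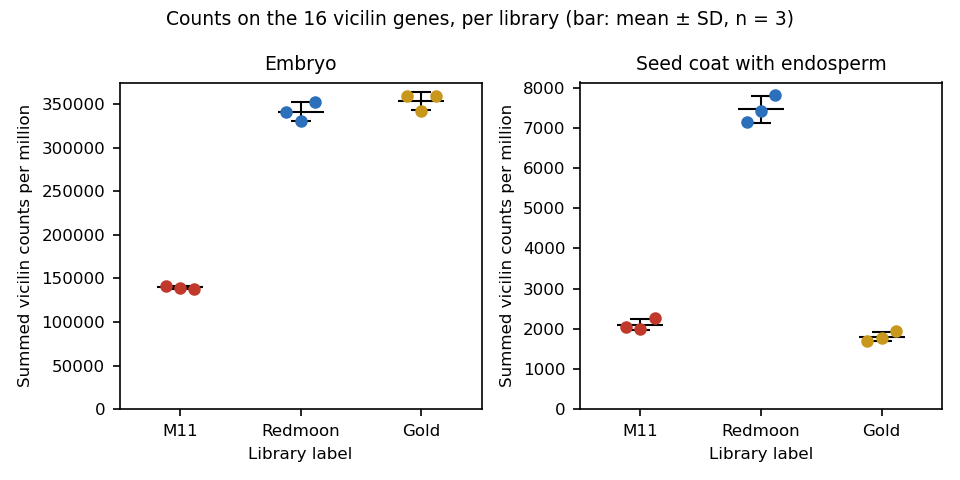
Summed CPM of the 16 vicilin genes (vertical axes, separate for each tissue and starting at 0) in embryos and in seed coat with endosperm. Each point is 1 library, and the bars give the mean ± SD of the 3 libraries with each label (horizontal axes). In embryos the M11 libraries lie below both cultivars, and in seed coat with endosperm they lie below the libraries labelled Redmoon and above those labelled Gold, which overlap with M11 when library sizes are scaled by TMM.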

**Figure 2:**
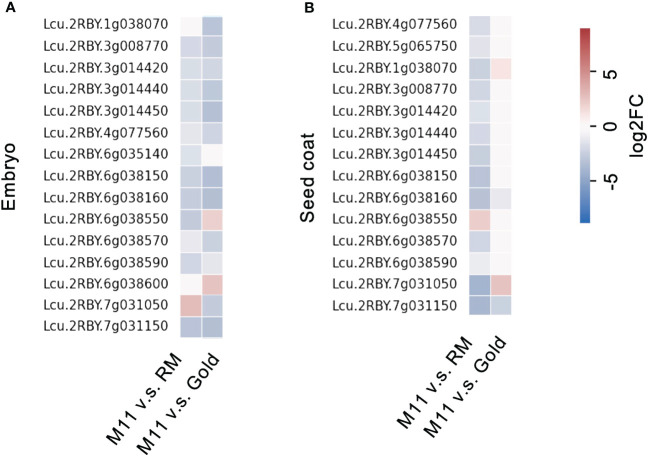
Fold change of transcription levels of seed storage protein genes encoding 7S vicilin in the dissected mature green seeds (**A**, embryo; **B**, seed coat with endosperm) of M11 compared to RM and Gold.

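Not all genes in the panels moved with the rest of the family. Lcu.2RBY.6g038550 had 10713 ± 202 TMM-normalized CPM in M11 embryos (SD, n = 3), 71010 ± 1937 in the embryo libraries labelled Redmoon and 2833 ± 822 in those labelled Gold. It was thus lower in M11 than in Redmoon (log2 fold change -2.73, edgeR adjusted p = 6.39e-16) and higher than in Gold (1.91, edgeR adjusted p = 1.99e-13). Both directions turned round in seed coat with endosperm, to a log2 fold change of 2.10 against Redmoon (edgeR adjusted p = 5.79e-36) and -0.80 against Gold (edgeR adjusted p = 2.15e-21). Lcu.2RBY.7g031050 behaved in the opposite way. Its level in M11 embryos, 2136 ± 68.5, lay above Redmoon with 308 ± 8.79 and below Gold with 14458 ± 734. The level of 16.6 ± 1.08 in M11 seed coat with endosperm lay below Redmoon with 267 ± 21.7 and above Gold with 2.79 ± 0.852. An exchange of the Redmoon and Gold labels in 1 tissue would also turn both genes round. As labelled, the embryo minus seed coat log2 difference of Lcu.2RBY.6g038550 was -4.83 (Redmoon) and 2.80 (Gold). It was -0.15 with Gold embryos beside Redmoon seed coats and -1.88 with Redmoon embryos beside Gold seed coats. For Lcu.2RBY.7g031050 the values were 6.80 and -5.23 as labelled and 1.29 and 0.29 crossed. Lcu.2RBY.6g038600 was higher in M11 embryos than in Redmoon (log2 fold change 0.82, edgeR adjusted p = 0.000728) and Gold (2.37, edgeR adjusted p = 1.52e-07). It was a low gene, with 75 to 107 counts per library in M11, 25 to 34 in Redmoon and 1 to 9 in Gold. It had 0 counts in all libraries of seed coat with endosperm, which allows up to 0.158 CPM over the M11 libraries, 0.0999 over those labelled Redmoon and 0.0436 over those labelled Gold (3 counts over a group, counting error only). Vicilin genes form a family of related sequences, so the counting could have split reads between them, and the value of a single member is less certain than their sum.

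**Figure D2:**
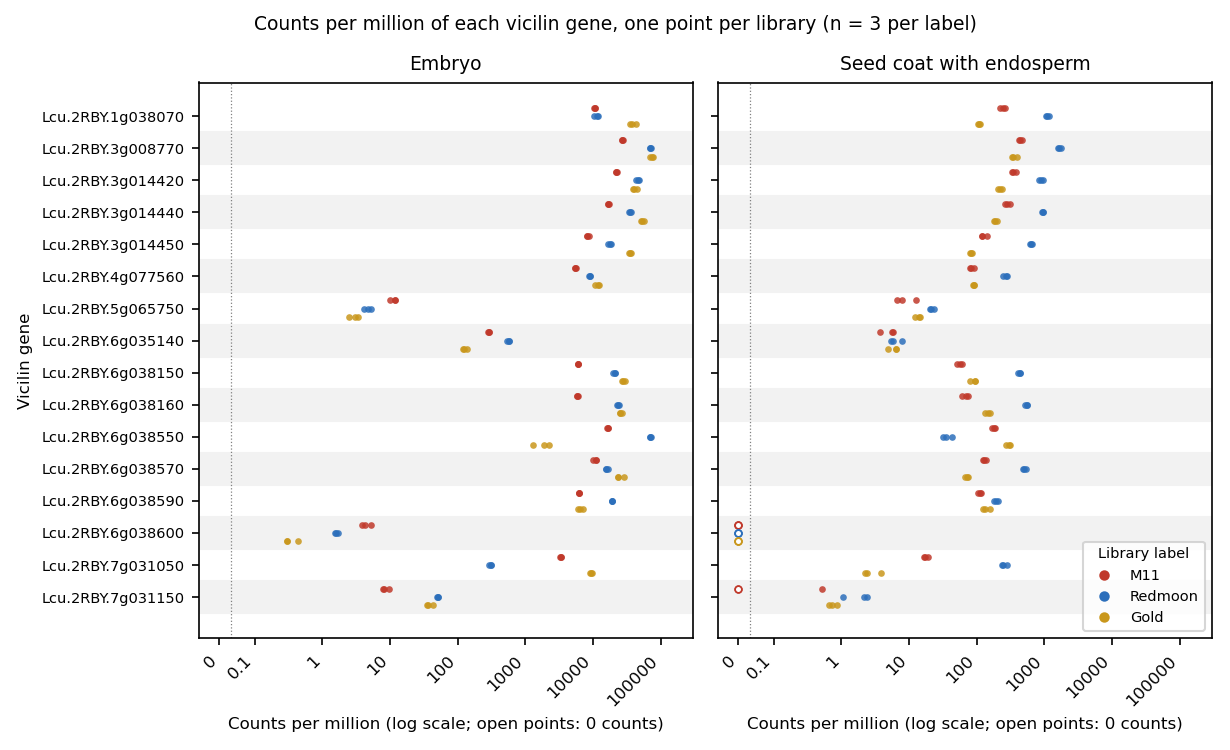
CPM relative to library totals (horizontal axes, log scale) of each of the 16 vicilin genes (vertical axis) in embryos (left) and in seed coat with endosperm (right). Each point is 1 library, with 3 libraries for each label, and open points left of the dotted line mark libraries with 0 counts. For Lcu.2RBY.6g038550 and Lcu.2RBY.7g031050, the Redmoon and Gold points lie on either side of M11 and change sides between the panels.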

### Creation of a pool of lentil hybrids with allergen-less traits

To incorporate the mutation allele *lcltp3b* into commercial cultivars, we pollinated M11 with pollen grains collected from Redmoon and Gold, respectively. Hybrids of Redmoon × M11 (R×11) and Gold × M11 (G×11) were produced and identified by PCR-based genotyping. We first amplified the full-length genomic DNA of *LcLTP3b* gene with the first set of primers (F1, CTAACACCCGTTAAGACATTGC; R1, ATAGCCTTGGAACCGCAACA) from the plant genomic DNA. Of note, the first insertion site located at the first exon of *lcltp3b* created a Mse1 restriction site. Thus, we took advantage of this mutation site and designed a second set of primers (F2, ATGGCAAGAGGCATGAA; R2, TTAGAAAAAGACATACGTATTAC) to clone only the first exon of *LcLTP3b (LcLTP3b-exon)* by using the genomic DNA of *LcLTP3b* gene as template. After Mse1 treatment on the amplified PCR products, *lcltp3b-exon* originated from M11 was cut into two fragments, while *LcLTP3b-exon* obtained from either Redmoon or Gold remained intact (**Figure 3A**). We further propagated the second generation to screen for the *lcltp3b* homozygous lines. The *lcltp3b* homozygous lines (five R×11 lines and four G×11) were identified by using the same PCR-based enzyme restriction assays, and their mature seeds were collected, separately (**Figure 3B**). In addition, agronomic traits of seeds from these lines are documented in **Table 1**. Taken together, we have successfully incorporated the natural mutation *lcltp3b* into other lentil cultivars and generated a pool of lentil germplasms.

**Figure 3:**
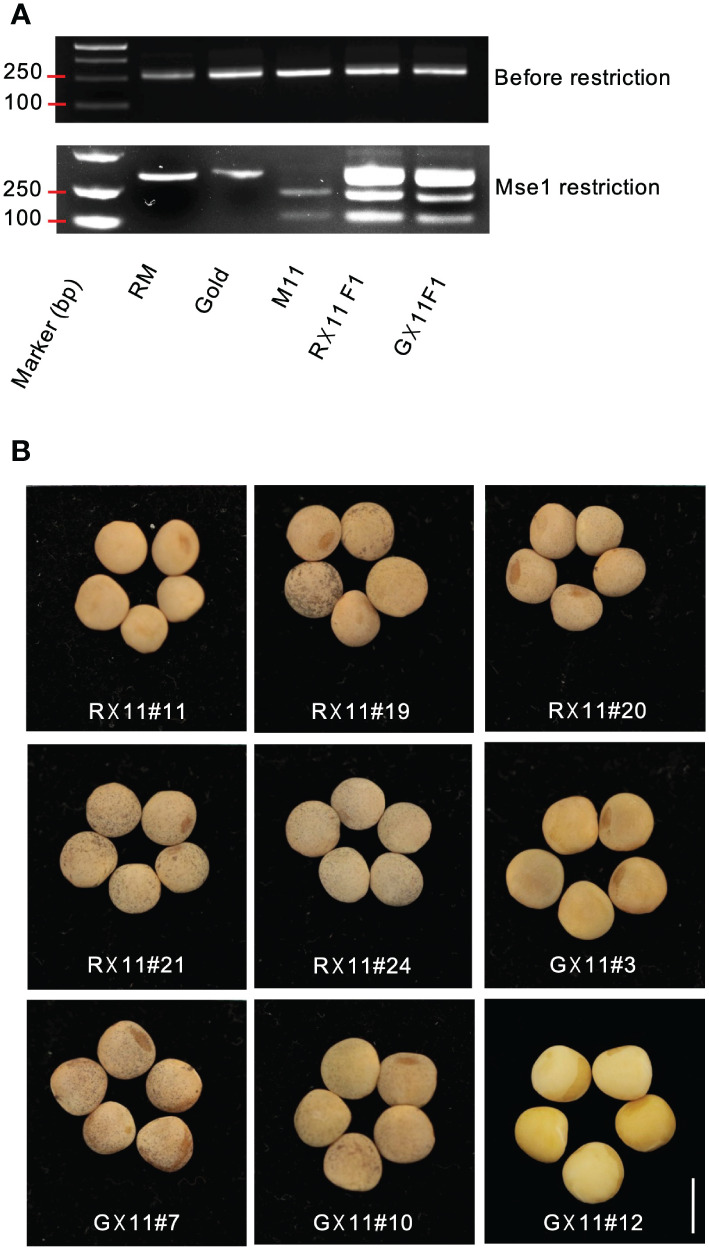
Identification of the hybrid lentil lines generated from the crosses of Redmoon×M11 (R×11) and Gold×M11 (G×11). **(A)** PCR and Mse1 restriction-based genotyping for lentil hybrid identification. **(B)** Lentil seeds collected from the F2 plants of R×11 and G×11 harboring homozygous *lcltp3b*. Scale bars: 5 mm.

**Table 1:** Agronomic traits of Redmoon, Gold, 11 and hybrid seeds.

Genotype	Diameter (cm)	Weight (mg)	Seed coat	
			Color	Dark spots
CDC Redmoon	0.49 ± 0.02	49.0 ± 1.3	red	no
CDC Gold	0.53 ± 0.04	53.6 ± 3.8	golden	no
Mutant(11)	0.41 ± 0.04	37.8 ± 1.2	red	yes
Rx11#11	0.46 ± 0.04	46.0 ± 2.6	red	no
Rx11#19	0.53 ± 0.02	52.7 ± 4.0	red	yes
Rx11#20	0.48 ± 0.02	46.7 ± 1.3	red	yes
Rx11#21	0.50 ± 0.02	51.9 ± 2.8	red	yes
Rx11#24	0.50 ± 0.02	46.0 ± 0.8	red	yes
Gx11#3	0.51 ± 0.02	48.5 ± 3.7	golden	yes
Gx11#7	0.54 ± 0.01	59.0 ± 4.3	red	no
Gx11#10	0.55 ± 0.01	53.1 ± 1.2	red	yes
Gx11#12	0.56 ± 0.01	64.1 ± 2.6	golden	no

## Discussion

Allergens in lentil have been a significant concern due to increased consumption in parts of the world (Sackesen et al., 2020). Numerous efforts have been made to identify and qualify lentil allergens, but lentil allergy management through modifications in food systems requires further development (Halima et al., 2022). One goal in crop breeding for better seed nutrition quality is to reduce levels of anti-nutritional factors, such as allergens (Song et al., 2022). In this study, we took a non-GMO approach, focusing on exploring natural variations to search for lentil accessions that harbor natural mutated allergen-encoding genes.

Up to date, three major allergens are known in lentil seeds. Although Len c3 is a rather minor component of lentils’ seed protein portfolio, its interacting IgE is detected in 9 out of 10 patients’ sera, indicating its prevalence in invoking allergic responses (Akkerdaas et al., 2012). LTPs are a group of plant proteins initially defined by their ability to bind polar lipids in a non-specific manner *in vitro* (Salminen et al., 2016). Voluminous literature indicates that sensitization to LTPs can lead to cross-reaction to homologous food allergens (Rial and Sastre, 2018). From a plant productivity point of view, LTPs represent a minuscule portion of total seed proteins in lentils. Hence, eliminating LTPs will not affect seed protein yield or nutritional profiles. In this study, Len c3-encoding gene *LcLTP3b* was first identified and used as a target for genetic screening to identify natural mutations in a large collection of natural accessions (**Figures 1A, B**). The screening process identified one natural variation, named M11, harboring mutation at *LcLTP3b*, naming *lcltp3b* (**Figure 1C**). A previous study has shown that mutations at Thr41, Arg45, and/or Tyr80 significantly affect the ligand-binding capacity and the allergenic potential of Len c3 (Melnikova et al., 2021). The *Lcu.2RBY.4g013600* gene encodes a functional 118-aa (amino acid) protein, while the mutated gene only encodes a 56-aa abnormal protein with substitutions at sites 40/45 (**Figure 1D**), suggesting that the mutation of *Lcu.2RBY.4g013600* reduces allergens in M11. Moreover, the identified lentil variation M11 has a much lower vicinlin (7S seed storage protein) level, which might be due to a lower transcription activity (**Figures 1F**, **2**) compared to two commercial cultivars, CDC Redmoon and CDC Gold. 

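Beyond single genes, the listed vicilin genes were tested as a set. The tests camera and cameraPR of limma set it beside all other genes of the same fit, while limma's fry tests it alone. In embryos the set was lower in M11 than in the libraries labelled Redmoon (camera with a preset correlation of 0.01, p = 4.39e-18) and Gold (camera, p = 4.66e-08). With the same correlation, cameraPR on the edgeR statistics gave p = 2.85e-23 and p = 1.85e-25. With the correlation estimated from the libraries, camera gave p = 0.0114 and p = 0.0475, and fry gave p = 1.09e-07 and p = 1.57e-08. The seed coat set was lower in M11 than in Redmoon (camera, p = 9.24e-15, or 0.0257 with the estimated correlation, cameraPR, p = 8.29e-30, and fry, p = 1.44e-07). It was not shifted against Gold in either direction (camera, p = 0.501, or 0.799 with the estimated correlation, cameraPR, p = 0.543, and fry, p = 0.108), while its members moved both ways. Library totals alone gave a median log2 fold change of -1.06 against Redmoon and -1.46 against Gold in embryos. Taken relative to the median of all genes under the same scaling, these were -1.70 and -2.73. In embryos, 11 of the listed genes were lower in M11 than in both cultivars. Both comparisons use the same M11 libraries. The log2 fold change was negative in both for 12 of the 15 listed genes, beside 27.3% of them in 20 simulations of unchanged groups with those libraries shared. The log2 fold changes of all genes had the same sign in both comparisons for 78.8% of embryo genes, against 62.1% in the simulations.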

Taken together, the genetic evidence suggests that M11 appear to produce seeds containing less allergens.

For breeding purpose, we introduced the mutated allele *lcltp3b* from M11 into Redmoon and Gold, which are in different genetic backgrounds through genetic crosses. We have obtained *lcltp3b* homozygous lines from the two crosses, five lines from the Redmoon × M11 crosses and four lines form the Gold × M11 crosses (**Figure 3B**). The F2 generation lines produced seeds varying in seed size, weight, and seed coat color (**Table 1**). However, these agronomic traits need continuous breeding process to be fixed. It would be useful to develop a haploid inducer line to shorten the stabilization process of these *lcltp3b* homozygous lines (Gilles et al., 2017; Chen et al., 2023). The *lcltp3b* homozygous lines are the results of different genetic combinations of M11 and other cultivars; thus, they can be directly used as breeding materials in searching for favorable agronomic traits in in the allergen-less background. The findings of this study reveal the potential of lentil natural variation M11 as a breeding material for reducing allergy risk.

## Data availability statement

The original contributions presented in the study are included in the article/**Supplementary Materials**, further inquiries can be directed to the corresponding authors.

## Author contributions

JS: Investigation, Methodology, Writing – original draft. IM: Formal Analysis, Methodology, Software, Writing – review & editing. WS: Methodology, Writing – review & editing. HY: Methodology, Writing – review & editing. JZ: Conceptualization, Project administration, Supervision, Writing – original draft.

# Supplementary material for: Applying a non-GMO breeding approach with an identified natural variation to reduce food allergen Len c3 in Lens culinaris seeds
**Source:** Front Plant Sci. 2024 Apr 12;15:1355902. doi: 10.3389/fpls.2024.1355902
**Supplement:** Supplementary file 1

# Supplemental Fig.1

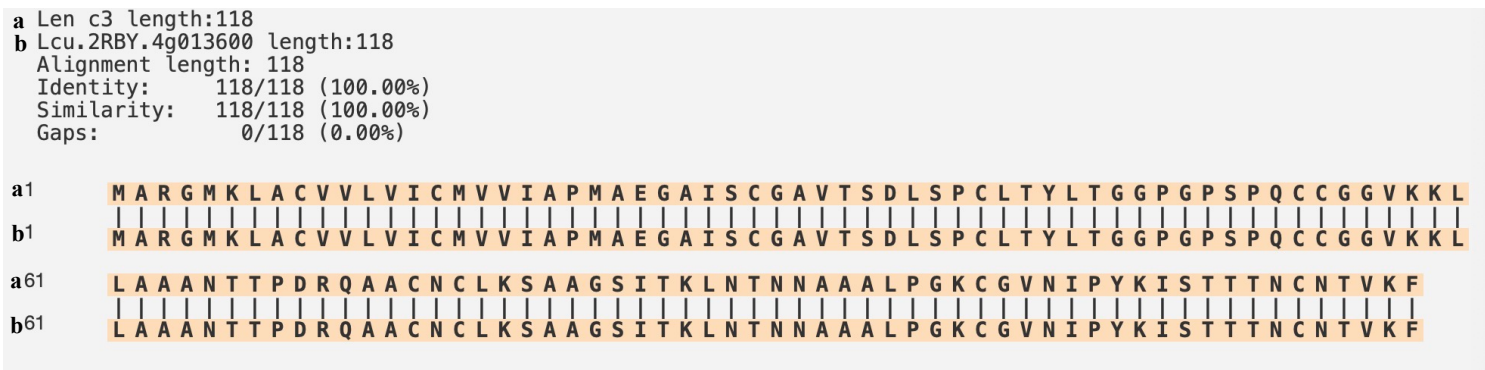

Supplemental Fig. 1 Peptide sequence alignment of Len c3 (a) and *Lcu.2RBY.4g013600*-encoding LTP (b).

How the deposited data were processed for this re-analysis (not part of the article)

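RNA-seq counts were analysed for embryos and for seed coat with endosperm of M11, Redmoon and Gold, with 3 libraries per genotype and tissue and 18 libraries in all. Every library was mapped to its genotype, tissue and replicate number from the sample labels and the paper. The authors deposited 6 tables of raw counts, whole numbers of reads per gene for the same 58243 genes, and each column of these tables belonged to 1 library. The paper gives the RNA kit, the library kit and the sequencer, and refers to an earlier article for the data analysis. The aligner, counting tool, genome build and handling of reads that match several genes are not given in the sources used here. No genome was used, and genes are named by the identifiers of the deposited tables.

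The counts were fitted in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest). Each tissue had its own fit of 9 libraries in 3 genotype groups, so that the genotypes shared 1 estimate of the spread. Genes were filtered with filterByExpr and libraries were scaled with TMM. M11 was compared with each cultivar in each tissue, which made 4 comparisons, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Whether a difference depended on the tissue was tested as an interaction in 1 fit of all 18 libraries in 6 groups. DESeq2 1.42.0 was run as an alternative, and limma 3.58.1 supplied the set tests camera, cameraPR and fry. Single sums were compared with exact two-sided permutation tests, for which 0.1 is the smallest p that 3 libraries against 3 allow. Total counts per library ranged from 3270275 in a Gold embryo library to 24309401 in a Gold seed coat library, and the limits given for 0 counts use 3 counts over a group and cover counting error only.

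The vicilin genes were those of the paper's Supplementary File 2, 15 for embryos and 14 for seed coat with endosperm, with 13 in both lists. The paper's fold changes for them had been seen before. The genes named in the text were fixed before the data were examined: every gene the paper names, that is LcLTP3b (Lcu.2RBY.4g013600) and the 16 vicilin genes, and the 2 higher and 2 lower genes with the largest smallest change over the 4 comparisons. The latter had to be called in the same direction in all 4, with every M11 library beyond every cultivar library in CPM relative to library totals. Genes other than the vicilin genes that were at least 32 times as high in embryo as in seed coat in the third genotype, the cultivar outside the comparison, were set beside 10000 random lists matched on expression (1000 for the alternatives). A value of 0.5 CPM was added for that ratio. Genes on in 1 genotype and off in another were those with at least 2 CPM in all 3 libraries of 1 and at most 0.1 in all 3 of the other.

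The alternatives were DESeq2's size factors in edgeR, library totals alone, DESeq2, no filter on low counts, at least 10 counts in every library, a fit of only the 2 groups compared, all 18 libraries in 1 fit, the replicate number as a block, a log2 fold change of at least 1, other denominators for the sums and each replicate left out in turn. Other splits of the libraries were fitted, 10 for each comparison and 100 of the 200 possible for each interaction. An initial set of 20 splits for the interaction was replaced by 100 after its result was seen, since 20 cannot give a share under 0.05. Unchanged groups that share the M11 libraries were simulated 20 times per tissue.

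The fits were tested on simulated data in which 200 genes were changed. For embryos, edgeR was run on 17889 simulated genes and recovered 99% of the changed genes in the comparison with Redmoon and 97% in the one with Gold. It recovered 95% and 98% of them in seed coat with endosperm (18597 genes) and 90.5% and 91.5% in the interaction (19948 genes). Of the simulated calls, 6.6% and 8.92% were false in the embryo comparisons, 5.94% and 2.49% in seed coat with endosperm, and 3.72% and 3.17% in the interaction. The simulated genes and groups all shared 1 spread. The real groups had a biological coefficient of variation from 2.71% to 9.51%, and each real comparison called 11842 genes or more. The simulated rates therefore need not hold for the real fits. The protein gel, the sequences of LcLTP3b and the hybrid lines were not analysed here.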

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

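The tests of technical explanations and the splits of the libraries in this part were chosen after the results were seen. Exceptions were the comparison of libraries thinned to equal totals and the count of genes that were on in 1 cultivar and off in the other.

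The paper reports vicilin genes only, and a signal outside them was found across the transcriptome. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 11842 of 18623 genes differed between M11 and the libraries labelled Redmoon in embryos, and 13779 differed from those labelled Gold. Of 19386 genes in seed coat with endosperm, 13853 and 14105 did. The direction was even with TMM (49.6%, 49.8%, 52.1% and 49.3% of the calls higher in M11), but with library totals alone 85.8% and 87.8% of the embryo calls and 62.3% of the seed coat calls against Redmoon were higher. Scaling was argued against as the whole cause, since at least 11822 genes were called under TMM, DESeq2's size factors and library totals. The tissues were thinned to different totals, 3270275 counts in embryos and 5907695 in seed coat with endosperm. The calls lost therefore do not show in which tissue depth limited the counts more. With all embryo libraries thinned to the total of the shallowest one, 6434 genes were called against Redmoon (54.33% of the number without thinning) and 8703 against Gold. In seed coat with endosperm 12577 and 12246 were called. These calls argue against unequal library totals as the whole cause. In embryos the 10 most abundant genes took 16.3% of counts in M11, 38.5% in Redmoon and 43.2% in Gold. The depth left for the other embryo genes was therefore still unequal after thinning. Other splits of the 6 libraries of each comparison called 0 genes after adjustment by edgeR, with up to 482 genes at an unadjusted p under 0.05, and DESeq2 was not run on them. These splits mixed M11 and cultivar libraries in both groups, so any real difference raised the spread within groups and held down the calls. Their low numbers therefore do not show what a split of alike libraries would call. The real grouping was thus the 1 split of 10 with as many genes in all 4 comparisons, and likewise the 1 of 10 with as many vicilin genes called in 1 direction, but 10 splits are too few to exclude chance. What remains open is the nature of the replicates. A group varied by as little as 2.71% (biological coefficient of variation), and whether its libraries came from separate plants cannot be told apart from a shared pool of seeds by these values. Differences between the lines in genotype or in seed stage also stay open and were not tested.

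LcLTP3b (Lcu.2RBY.4g013600), whose M11 allele encodes a shortened protein according to the paper, is a gene for which the paper reports no expression. In seed coat with endosperm it had 45.1 ± 1.91 CPM in M11 (SD, n = 3), 1.54 ± 0.270 in the libraries labelled Redmoon and 1.52 ± 0.106 in those labelled Gold. The log2 fold change was 4.74 (standard error 0.16, edgeR adjusted p = 2.63e-35) and 4.80 (standard error 0.13, edgeR adjusted p = 2.43e-40), with M11 higher in 3 of 3 libraries. In embryos it was 0.81 against Redmoon (standard error 0.09, edgeR adjusted p = 3.11e-08) and -0.17 against Gold (edgeR adjusted p = 0.109, not called). The Gold comparison rested on single libraries, with -0.33 without Gold replicate 1 and 0.04 without Gold replicate 2. The difference depended on the tissue, by -3.92 against Redmoon and -4.88 against Gold (embryo minus seed coat, interaction test, edgeR adjusted p = 4.09e-24 and 1.13e-33). The smallest log2 fold change in seed coat with endosperm over 4 scalings was 4.70, which argues against scaling. Thinning to equal totals gave at least 4.84, which argues against unequal library totals. RNA from embryos in the M11 seed coat libraries is argued against too, since LcLTP3b stood there at 73.7% of its embryo level while vicilin stood at 1.503%. A variant of M11 that changes how reads align would act in both tissues alike, which the difference of -3.92 between the tissues argues against as the whole cause. Because both cultivars gave the same level, the result in seed coat with endosperm does not rest on which of them a library came from. Reads of a related LTP gene counted on LcLTP3b (45.1 CPM in M11) stay open, because the reads were not used here. For the smaller embryo difference against Redmoon, scaling gave at least 0.81, while a variant in M11 and a difference between the lines cannot be told apart with the -0.17 against Gold. A higher transcript level from the mutated allele in the M11 seed coat is therefore a hypothesis only, and says nothing about the protein.

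Some genes outside those the paper discusses were on in M11 alone or in both cultivars alone. Lcu.2RBY.2g056820 had 16.2 CPM over the M11 embryo libraries and 0 counts in all cultivar libraries, and was at least 190-fold higher in M11 than in Redmoon and at least 106-fold higher than in Gold (against 3 counts over the group). The CPM values here are relative to library totals, and each bound is the smaller of those by library totals and by TMM-scaled library sizes. The seed coat libraries put the gene at least 170-fold and 413-fold higher. Lcu.2RBY.2g087620 had 14.9 CPM in M11 embryos and 0 in the cultivars, at least 175-fold and 97.3-fold higher, and in seed coat with endosperm at least 86.6-fold and 211-fold higher. Lcu.2RBY.1g015210 had 34.8 CPM in Redmoon embryos and 0 counts in M11, which put M11 at least 687-fold lower than Redmoon and at least 496-fold lower than Gold, and at least 124-fold and 218-fold lower in seed coat with endosperm. Lcu.2RBY.6g070700 had 43.9 CPM in Redmoon embryos, while M11 embryos had 1 count, a ratio of 2600 with an exact 95% interval from 466 to 103000 by library totals (4050 from 727 to 160000 with TMM). Against Gold embryos the ratio was 1460 from 261 to 57700 (3500 from 626 to 138000 with TMM), and in seed coat with endosperm M11 was at least 125-fold and 284-fold lower. M11 had 0 counts of both genes in seed coat with endosperm. By the rule that named them, 2094 genes were higher and 592 lower in M11 in all 4 comparisons and all libraries, of 16730 tested in both tissues. The condition on all libraries used CPM relative to library totals. With that scaling the median log2 fold change of all embryo genes was 0.64 against Redmoon and 1.26 against Gold. The excess of higher genes can therefore come from the scaling and does not show a direction. A group at or near 0 (at most 1 count over its 3 libraries) can be a gene that is missing in a line or too different from the reference to align, and this cannot be told apart from a silent gene without the genomes of the lines.

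The differences of the vicilin genes depended on the tissue. By the interaction test, 11 of the 15 vicilin genes with counts in both tissues differed in the M11 against Redmoon comparison and 13 of the 15 in the M11 against Gold comparison (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against Redmoon, the embryo minus seed coat difference on the log2 scale was 6.80 for Lcu.2RBY.7g031050, 2.03 for Lcu.2RBY.5g065750 and -4.83 for Lcu.2RBY.6g038550, and these 3 genes were called in opposite directions in the 2 tissues. It was 1.64 for Lcu.2RBY.1g038070, 0.91 for Lcu.2RBY.6g038570, 0.78 for Lcu.2RBY.3g014450, 0.68 for Lcu.2RBY.6g038150, 0.49 for Lcu.2RBY.6g038160 and 0.48 for Lcu.2RBY.4g077560. For Lcu.2RBY.6g038590 and Lcu.2RBY.6g035140 it was -1.29 and -1.13. Against Gold, 9 genes were called in opposite directions, with differences of -5.23 for Lcu.2RBY.7g031050, -4.15 for Lcu.2RBY.1g038070, -3.81 for Lcu.2RBY.3g014450, -3.33 for Lcu.2RBY.3g014440, -3.18 for Lcu.2RBY.6g038570, -2.85 for Lcu.2RBY.3g008770, -2.67 for Lcu.2RBY.3g014420, 2.80 for Lcu.2RBY.6g038550 and 1.34 for Lcu.2RBY.5g065750. The other called genes were Lcu.2RBY.6g038150 with -2.64, Lcu.2RBY.6g038160 with -2.11, Lcu.2RBY.4g077560 with -2.07 and Lcu.2RBY.6g038590 with -0.84. Of 100 splits drawn, 3 gave as many vicilin genes against Redmoon and 4 against Gold, the real ones included, so chance can be excluded at 0.05 only as a random grouping in both tissues at once. The other splits among these kept the true grouping in 1 of the 2 tissues. With the true grouping in embryos, other groupings of the seed coat libraries gave 12 to 14 vicilin genes against Gold and 3 to 9 against Redmoon. With the true grouping in seed coat with endosperm, other embryo groupings gave 7 to 11 against Redmoon and 0 to 1 against Gold. The lowest of these counts against Redmoon came from a split with the seed coat sides swapped. The counts follow the difference within 1 tissue and do not test the dependence on the tissue.

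Reads counted on 1 vicilin gene in place of another do not change their sum, while shared reads left uncounted would lower it. The summed log2 difference against Gold depended on the tissue by -1.56 or more in size over 4 denominators (SD 0.139). This argues against reads moved between the genes as the whole cause there. Shared reads left uncounted stay open, because the handling of such reads is not given. Against Redmoon it was 0.54 (SD 0.123) relative to library totals, but 0.0655 (SD 0.124) with TMM-scaled library sizes, so shared reads cannot be told apart there from a difference between the tissues while the result depends on the denominator. For single genes such as Lcu.2RBY.6g038550, which took 20.7% of the vicilin counts in Redmoon embryos, shared reads stay open and cannot be told apart from a difference between genes without the reads. A further candidate explanation is that the Redmoon and Gold labels were exchanged in 1 of the 2 tissues. Across 15 vicilin genes, which are not independent replicates, the seed coat differences against Redmoon followed the embryo differences against Gold (Pearson's r = 0.87) and not those against Redmoon (r = -0.27), and those against Gold followed the embryo differences against Redmoon (r = 0.74) and not Gold (r = -0.18). With Redmoon embryos set beside Gold seed coats, the summed vicilin difference still depended on the tissue, by -1.51 or more in size over 4 denominators (SD 0.141), and 13 of the 15 genes were called, all 13 by at least 1 on the log2 scale, which argues against an exchange as the whole cause there. With Gold embryos beside Redmoon seed coats, 11 genes were called (and 46.8% of all genes), only 2 of them by at least 1. The sum there was 0.49 (SD 0.121) relative to library totals and 0.0849 (SD 0.131) relative to the counts outside the vicilin genes. With TMM-scaled library sizes the sign turned, to -0.60 (SD 0.132). An exchange as the whole cause therefore cannot be told apart there from a dependence on the tissue while the result depends on the denominator. The spread of the difference over the 15 genes fell from an SD of 2.37 and 2.15 to 0.822 and 1.01. The same exchange was seen in 116 genes that were on in 1 cultivar and off in the other and turned round between the tissues. Gene regulation that differs between the tissues stays open for what remains after crossing, and was not tested.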

How the results depend on the processing

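No alternative in this part was chosen after the results were seen.

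The counts of vicilin genes lower in M11 stayed within 1.5 times their value in all 4 comparisons under the other scalings, tools, filters and fits, except under the requirement of a log2 fold change of at least 1, which left 2 genes against Gold in seed coat with endosperm. The median of the list stayed below 0 in embryos and against Redmoon in seed coat with endosperm under every alternative, and ranged with each replicate left out in turn from -1.75 to -1.67 and from -2.77 to -2.66 in embryos and from -2.15 to -2.05 in seed coat with endosperm. Against Gold in seed coat with endosperm it lay near 0, between -0.03 and 0.21 with each replicate left out and at most 0.22 under the other alternatives. Lcu.2RBY.7g031150 had no value there in the fits whose filter removed it, and Lcu.2RBY.6g038600 had 0 counts there, so that no fitted value with its seed coat groups has a meaning as a size. The number of vicilin genes whose difference depended on the tissue ranged from 11 to 14 against Redmoon and from 12 to 14 against Gold over the alternatives.

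The number of genes called fell to 4059 and 6887 in embryos (against Redmoon and Gold) and to 6188 and 5623 in seed coat with endosperm with a log2 fold change of at least 1. With at least 10 counts in every library it fell to 7225 and 8490 in embryos, where only 10867 genes were tested. The shallowest Gold embryo library sets that filter.

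Summed vicilin counts moved with the denominator, as log2 ratios. In embryos they were -1.67 and -1.75 (Redmoon and Gold) relative to the counts outside the vicilin genes, -1.93 and -2.60 with TMM-scaled library sizes and -1.91 and -2.57 with DESeq2's size factors. In seed coat with endosperm against Redmoon they were -1.995 with TMM and -2.03 with DESeq2's size factors. The sign was the same under all of these denominators.

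For LcLTP3b in embryos against Gold, library totals alone reversed the sign, to 1.09 (edgeR adjusted p = 1.94e-10, with 0.0913 to 0.459 under the other alternatives that keep all libraries). This follows from the shift of all embryo genes under that scaling. With each replicate left out in turn the value lay between -0.33 and 0.0435, and it was called only without Gold replicate 1. Lcu.2RBY.6g035140 in embryos against Gold was reversed by library totals too, to 1.17.

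Among the other named vicilin genes and the named genes outside the list, library totals alone removed 4 calls, of Lcu.2RBY.1g038070 (-0.08) and Lcu.2RBY.6g038590 (-0.05) in embryos against Redmoon and Gold and of Lcu.2RBY.6g035140 (-0.30) and Lcu.2RBY.4g077560 (-0.10) in seed coat with endosperm against Redmoon and Gold. DESeq2 removed 1, of Lcu.2RBY.6g035140 against Redmoon in seed coat with endosperm (-0.53). The cause was not tested. Leaving out a replicate removed 4 calls and added 1 among these genes in seed coat with endosperm. Lcu.2RBY.6g035140 was no longer called against Redmoon without M11 replicate 1 (-0.30) or Redmoon replicate 2 (-0.32), and it was called against Gold without Gold replicate 2 (-0.44). Lcu.2RBY.7g031150 was not called against Gold without M11 replicate 2 (-1.70) or replicate 3 (-1.66). Without M11 replicate 1, which held its 3 M11 counts, M11 was at 0 and its fitted value has no meaning as a size.

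The replicate numbers did not pair the libraries. Of 9 correlations of same-numbered libraries in each tissue, 0 were above 0.1 (from -0.01 to 0.04 in embryos and from -0.04 to 0.02 in seed coat with endosperm). With the replicate block, 11709 and 13560 genes were called in embryos and 13751 and 13968 in seed coat with endosperm, and no named gene changed its call.

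At the highest ratio tried between embryo and seed coat, the comparison with Gold had too few embryo-rich genes and gave no value. The alternatives planned for normalized values were not run because the files hold counts. Depth limits the low genes most, in embryos through the Gold library with 3270275 counts and in seed coat with endosperm through M11.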

Differences from the paper's values

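For none of the 15 embryo genes and 14 seed coat genes of Supplementary File 2, against Redmoon or Gold, did the log2 fold change differ from the paper's in sign or by more than the replicate error. The largest absolute difference from the paper's values was 0.03 in embryos against Redmoon, 0.08 in embryos against Gold, 0.15 in seed coat with endosperm against Redmoon and 0.08 against Gold. Among the alternatives set before the data were examined, library totals alone departed from the paper's values for 15 of the 15 embryo genes against each cultivar and for 11 of the 14 seed coat genes against Redmoon. Leaving out a replicate did so for at most 3 genes of a comparison.

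The paper states that M11 had higher vicilin expression than Gold in seed coat with endosperm. Over the list, 7 of the 14 genes were higher in M11 and 7 were lower, and the paper's table holds 7 of each as well. The median log2 fold change was 0.02, and the summed vicilin counts were 1.16 times as high in M11. The paper's other directions held over the lists, with 13 and 12 of 15 genes lower in M11 embryos and 13 of 14 lower than Redmoon in seed coat with endosperm.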

Other observations

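The thresholds of 1 and 5 CPM, the correlations across genes, the makeup of the vicilin counts and the reading of embryo RNA against Gold were chosen after the results were seen.

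Several vicilin genes placed Redmoon and Gold in opposite orders in embryos and in seed coat with endosperm. Regulation of single vicilin genes by tissue would leave other genes in their order. Of the genes on in 1 cultivar and off in the other, 116 could be read in both tissues, and 116 of them, all outside the vicilin list, turned round between the tissues while 0 kept their direction. At a threshold of 1 CPM the number was 172 with 0 kept, and at 5 it was 56 with 0 kept. Genes that parted M11 from a cultivar kept their direction, 99 of 99 for Gold and 93 of 93 for Redmoon, which argues against an exchange that involves M11. Across 14221 genes, the genotype differences in embryos and in seed coat with endosperm had a Pearson correlation of 0.17 as labelled and 0.52 with Redmoon and Gold exchanged in 1 tissue, the highest of the 6 assignments tried. The makeup of the vicilin counts pointed the same way. To turn the embryo makeup into the seed coat makeup, 6.17% of the counts had to be reassigned from Gold embryos to Redmoon seed coats and 9.30% from Redmoon embryos to Gold seed coats, but 25.4% and 25.3% within Gold and within Redmoon, beside 9.11% within M11. These values suggest, as a hypothesis found and tested on the same libraries, that the Redmoon and Gold labels may have been exchanged in 1 of the 2 tissues. Which tissue it would be cannot be read from these counts. The lower vicilin level of M11 embryos does not depend on it, since M11 lay below both cultivars. If the exchange were in seed coat with endosperm, the 2 seed coat comparisons would trade their names, and M11 would be lower than Gold and near Redmoon there. If it were in embryos, the 2 embryo comparisons would trade theirs.

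The vicilin genes were 45.7 to 196 times as high in embryos as in seed coat with endosperm, so small amounts of embryo RNA in the seed coat libraries could set their counts there. Other genes at least 32 times as high in embryos were taken as a measure, chosen in the cultivar outside each comparison. Between M11 and the seed coat libraries labelled Redmoon, 164 such genes had a median log2 fold change of -2.19, with 36 higher, beside a 95% range of -0.05 to 0.38 for random lists matched on expression (two-sided permutation p = 2e-04, the smallest that 10000 lists can give). Between M11 and the libraries labelled Gold, 88 such genes had a median of 1.38, with 67 higher, beside -0.33 to 0.22 (two-sided permutation p = 2e-04, the smallest that 10000 lists can give). Medians were the same with genes at 0 counts in 1 group set to their bound. These comparisons take the labels as given. With a ratio of at least 8 the medians were -0.93 and 0.69, and at the highest ratio tried the median against Redmoon was -3.71 over 55 genes, so the size of the shift depends on the ratio chosen. The same 164 genes were already lower in M11 embryos, with a median of -1.05 against Redmoon and -3.27 against Gold, so an equal amount of embryo RNA would give a negative median too. Since -2.19 lies between these, different amounts of embryo RNA in the M11 and Redmoon seed coat libraries cannot be told apart from equal amounts while the labels are in doubt. The medians of the 88 genes in M11 embryos were -0.12 against Redmoon and 0.72 against Gold. Against Gold in seed coat with endosperm the vicilin genes went both ways while the embryo-rich genes rose by 1.38, so embryo RNA cannot be told apart there from differences between the lines in the genes themselves. Across the embryo-rich genes, the seed coat differences against Redmoon followed the embryo differences against Gold (Pearson's r = 0.87 across 164 genes, which are not independent replicates) more closely than those against Redmoon (r = 0.36). Those against Gold followed the embryo differences against Redmoon (r = 0.86 across 88 genes) and not Gold (r = -0.05). Expression of these genes by the endosperm itself, at a level that differs between the lines, stays open as a biological explanation and was not tested.

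In seed coat with endosperm, 6 of the 14 listed vicilin genes had a negative log2 fold change against both cultivars, beside 34.6% of them in 20 simulations of unchanged groups sharing the M11 libraries. The log2 fold changes of all genes had the same sign in both comparisons for 76.3% of genes there, beside 71.5% in the simulations. Their Pearson correlation across genes, which are not independent replicates, was 0.655 and did not exceed the 0.658 of the simulations.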
